A study of Mus musculus with 20 samples. Its data were reported in "Reduction of Type IV Collagen by Upregulated miR-29 in Normal Elderly Mouse and klotho-Deficient, Senescence-Model Mouse" (2012).

How the data were processed

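Small RNA from lung, liver, kidney, heart and spleen of 5-week-old klotho(-/-) mice and wild-type littermates had been labelled with a single dye and hybridized to a DNA chip with 200 mouse miRNA probes, 2 arrays for each of 10 groups. The authors deposited 2 tables of fluorescence intensity per probe and array. In the first, the intensity was not background subtracted, with a lowest probe of 16.5 to 21.4 and a brightest of 342 to 4213 per array. In the second, the authors had subtracted a constant of 16.7 to 21.7 per array, rounded to whole numbers and set low values to a floor of 1 to 3, without scaling between arrays. Signals called deposited are those of the second table.

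From the first table, the background of each array was corrected with the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50, which was the stated fallback of a plan that assumed subtracted values with a pseudocount of 8. Values were quantile-normalized between the 4 arrays of a tissue and then taken to log2 with the offset added. After the normalization probes of equal rank have equal values, and the SD of 2 arrays can be 0. Therefore log2 differences are given with the SE of the model. With the offset of 50 added, differences of dim probes are drawn toward 0 and are smaller than the log2 of the signal ratio. For miR-144 in spleen the ratio of normalized means was 0.0357 beside a log2 difference of -2.45. For miR-298 in heart it was 6.46 beside 0.71. A probe was tested in a tissue where its mean signal was at least 10. One limma model with 10 groups was fitted to all 20 arrays (lmFit, contrasts, eBayes with a trend), with 10 residual degrees of freedom and a median of 2.14 prior ones, so the spread of each probe was pooled over tissues. The contrasts were klotho(-/-) minus wild-type in each tissue, the mean of the 5 differences, and an F test that the 5 are equal. P-values were adjusted by Benjamini-Hochberg within a contrast, with a threshold of 0.05.

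Tissue enrichment compared a tissue's groups with the others after quantile normalization over all 20 arrays, at a log2 difference above 1. Lists of miRNA families, clusters and cell type markers with at least 3 tested members were tested by camera with a preset correlation of 0.01, and beside it by camera with an estimated correlation and by fry. The miR-29 family mean over tissues was tested by exact permutation of genotypes within tissues, which takes the tissues of a mouse as independent. The fold rule took ratios above 1.5 or below 0.5 in both numbered pairs of background-corrected signals. The text names, per tissue and over tissues, up to 10 called miRNAs with the largest rise and 10 with the largest fall whose arrays were apart, and the smallest p-values where fewer than 5 passed. For the difference between tissues it names up to 10 by p and for enrichment up to 5 per tissue, and the miR-29 members, members of lists and miRNAs that the study singled out may be named anywhere. miR-192 in the difference between tissues and the single-array signals were named after their values were seen. These choices, the lists and the alternatives below were made before the data were examined, apart from 3 alternatives, the pancreas list and the 8 probes of a shared signal, which were added later.

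Arrays of one number in both genotypes deviated together from their group means, with correlations across probes of 0.230 in lung, 0.548 in liver, 0.475 in kidney, 0.107 in heart and 0.371 in spleen. By the study's supplementary legend the numbers stand for 2 individual mice, so the arrays of one number and genotype were read as coming from 1 mouse. What mice of one number share between genotypes is not stated, so that pairing comes from the values, and a fit with the number as a block within each tissue was an alternative. Other alternatives were median scaling, no scaling, quantile normalization over all 20 arrays, the second table, pseudocounts of 1 and 32, no filter, a minimum mean of 30, a random block for genotype and number, each tissue alone, Student's test as in the study's methods, leaving out the spleen, and leaving out each array in turn. An array left alone in its group was assumed to vary like the other groups.

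The steps were tested on simulated data made from the real arrays. Changes of 0.5 on the log2 scale were recovered for 69.3% in lung (113 probes), 66.8% in liver (61), 69.8% in kidney (91), 62.3% in heart (100) and 59.3% in spleen (96), and changes of 1 for 93.8%, 88.0%, 92.3%, 86.5% and 80.8%. Of the calls, 16.1% in lung, 11.1% in liver, 11.4% in kidney, 12.6% in heart and 11.5% in spleen were false, above the nominal level. With no change simulated, 0.025 to 0.2 probes were called on average per tissue. Of camera tests 4.36%, with an estimated correlation 2.09%, and of fry tests 5.34% had p under 0.05. The simulated probes varied independently, so these shares do not show how the list tests behave where members vary together. In the real data the estimated correlation was -0.11 for the miR-29 family and 0.89 for the miR-200 family. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Slide or scan information was not used here.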

Results

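The miRNAs of lung, liver, kidney, heart and spleen were measured on a DNA chip with probes for 200 mouse miRNAs in klotho(-/-) mice, a model of early ageing, and in wild-type littermates, all 5 weeks old. Each of the 10 groups of tissue and genotype held 2 arrays, from 2 mice by the study's legend, which limits the precision of every value. The summed background-subtracted signal ran from 4162 on wild-type Liver 1 to 57568 on klotho(-/-) Lung 1, and 52 to 113 probes per array had a signal of at least 10. The klotho(-/-) arrays were brighter in some tissues, with a ratio of mean summed signals to wild-type of 1.38 in lung, 1.91 in liver, 1.56 in kidney, 1.06 in heart and 0.882 in spleen. Without scaling, the median log2 difference of the tested probes was 0.34 in lung, 0.39 in liver, 0.30 in kidney, 0.02 in heart and 0.04 in spleen. Changes are therefore given after quantile normalization within a tissue, relative to its other probes. The chip does not measure the mRNA of klotho, so the targeted gene gives no check of the genotype labels here.

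The tissues carried the miRNAs that mark their main cells. miR-122a, the miRNA of hepatocytes, was higher in liver than in the other tissues by 5.25 ± 0.04 on the log2 scale (SE, n = 4 arrays, adjusted p = 2.27e-18), with deposited signals of 1625 to 4196 against at most 11 elsewhere. Heart held miR-1, miR-133a, miR-133b and miR-208, miRNAs of striated muscle, at log2 differences of 3.79 to 5.08. Spleen was rich in miR-142-3p (3.46), miR-142-5p (2.73) and miR-150 (2.10), which are made in blood cells, and in miR-296 (1.88) and miR-16 (1.42). Lung stood out by miR-126-3p, an endothelial miRNA (2.50), and by miR-34b (1.43) and miR-34c (1.20). Kidney stood out by the epithelial miR-200a (1.76) and miR-200b (1.32), by miR-30a-5p (1.53), miR-30c (1.44) and miR-10b (1.32). Of these, only miR-10b lay above all other tissues in deposited signals (64 to 156 against at most 35). miR-30a-5p stood at 520 to 930 in kidney against up to 1571 elsewhere, and miR-16 at 254 to 857 in spleen against up to 1438. Liver was also rich in miR-194 (3.12), miR-101b (2.79), miR-193 (1.45) and miR-22 (1.44), of which the latter pair turned to -0.20 and -0.57 without scaling of the dim liver arrays. With limma, 3 miRNAs in lung, 9 in liver, 8 in kidney, 4 in heart and 10 in spleen of 108 tested were enriched at a log2 difference above 1, and the spleen count was 16 without klotho(-/-) Spleen 1. Without scaling the counts were 52 in lung, 2 in liver, 7 in heart and 4 in spleen, and median scaling left 3 in kidney.

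The duplicate arrays of a group were alike in lung, kidney and heart of both genotypes, with Pearson's r across the tested probes of 0.982 to 0.995. The klotho(-/-) spleen pair had the lowest value, r = 0.784 (Spearman's rho = 0.678, 96 probes), against 0.959 in wild-type spleen. The klotho(-/-) liver pair followed at 0.923. Probes are not independent replicates, so no p is given. The 2 klotho(-/-) spleens parted in opposite directions. Spleen 1 held miR-375, a miRNA of pancreatic islets, at a signal of 130 against 13, 5 and 5 on the other spleen arrays, together with the epithelial miR-200a (35), miR-200b (44), miR-200c (36) and miR-141 (30). Spleen 2 held miR-297 at 158 against 3 to 16, miR-669b at 106 and miR-669a at 105.

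The study drew attention to the miR-29 family, whose members repress collagens and other matrix genes. miR-29b rose in 5 of 5 tissues, with a mean log2 difference over tissues of 0.60 ± 0.04 (SE, n = 10 arrays from 2 mice per genotype, adjusted p = 3.27e-07). miR-29a also rose in 5 of 5 tissues, by 0.51 ± 0.04 over tissues (adjusted p = 3.95e-06). The model has no block for the mouse, so the SE and p over tissues take the tissues of a mouse as independent. In each tissue both klotho(-/-) arrays lay above both wild-type arrays for these 2 miRNAs after normalization. In deposited signals, miR-29b stood at 791 and 567 against 332 and 150 in lung, and at 171 and 122 against 22 and 39 in liver. miR-29c, encoded next to a miR-29b gene, rose over tissues by 0.34 ± 0.09 (adjusted p = 0.0261) but passed the limma test in 0 single tissues, with an unadjusted p under 0.05 in 2. Its log2 difference was 0.55 in lung, 0.37 in liver, 0.39 in heart and 0.54 in spleen, and -0.14 in kidney, where it turned to 0.37 without scaling and to 0.32 without wild-type Kidney 1, and passed as a fall without wild-type Kidney 2 (-0.59, adjusted p = 0.0290). miR-29c over tissues was 0.43 without wild-type Kidney 1, and was as low as 0.25 without wild-type Kidney 2. It did not pass in 7 of the 20 fits that left out 1 array (adjusted p = 0.0514 to 0.0684), nor in the mean of lung, liver, kidney and heart (0.29, adjusted p = 0.211).

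As a group, the 3 members of the miR-29 family had a mean log2 difference of 0.60 in lung (camera adjusted p = 0.000155), 0.53 in liver (3.46e-08), 0.48 in heart (2.51e-05) and 0.57 in spleen (0.0210). In kidney the mean was 0.24 and did not pass (adjusted p = 0.0777), and it was 0.11 with median scaling (0.0954). The kidney list at its main values passed by fry (adjusted p = 0.0118) and not by camera with an estimated correlation (0.212). Over the list alone, 3 members were higher in lung and in spleen and 2 in each other tissue, against 2 in every tissue when adjusted over all probes tested. The list was chosen by the study on these samples and is not independent evidence of its direction. The calls in lung, liver and heart held with an estimated correlation, and spleen had adjusted p = 0.0670 with an estimated correlation. The mean over the 5 tissues was 0.48 (exact permutation within tissues, two-sided p = 0.000257, the smallest that 7776 arrangements can give). This takes the tissues of a mouse as independent, and with whole mice as units 6 arrangements remain and the smallest p is 0.333. The direction held under every scaling, while without scaling miR-29a passed in 0 tissues (unadjusted p under 0.05 in 3) and miR-29b in 2. With quantile normalization over all 20 arrays they passed in 2 and 3. The calls in single tissues rested on the spread pooled over tissues, since with each tissue fitted alone miR-29a and miR-29b passed in 1 tissue each. In 20 fits that each left out 1 array of the tissue compared, miR-29b passed in 17 and miR-29a in 11, each as a rise, and miR-29c in 2, as a rise without klotho(-/-) Spleen 2 (0.80, adjusted p = 0.0135) and as a fall in kidney without wild-type Kidney 2. The spleen family mean did not pass without klotho(-/-) Spleen 1 (0.44) or without klotho(-/-) Spleen 2 (0.69), and the kidney mean passed without klotho(-/-) Kidney 1 (0.25) or wild-type Kidney 1 (0.38).

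**Figure D1:**
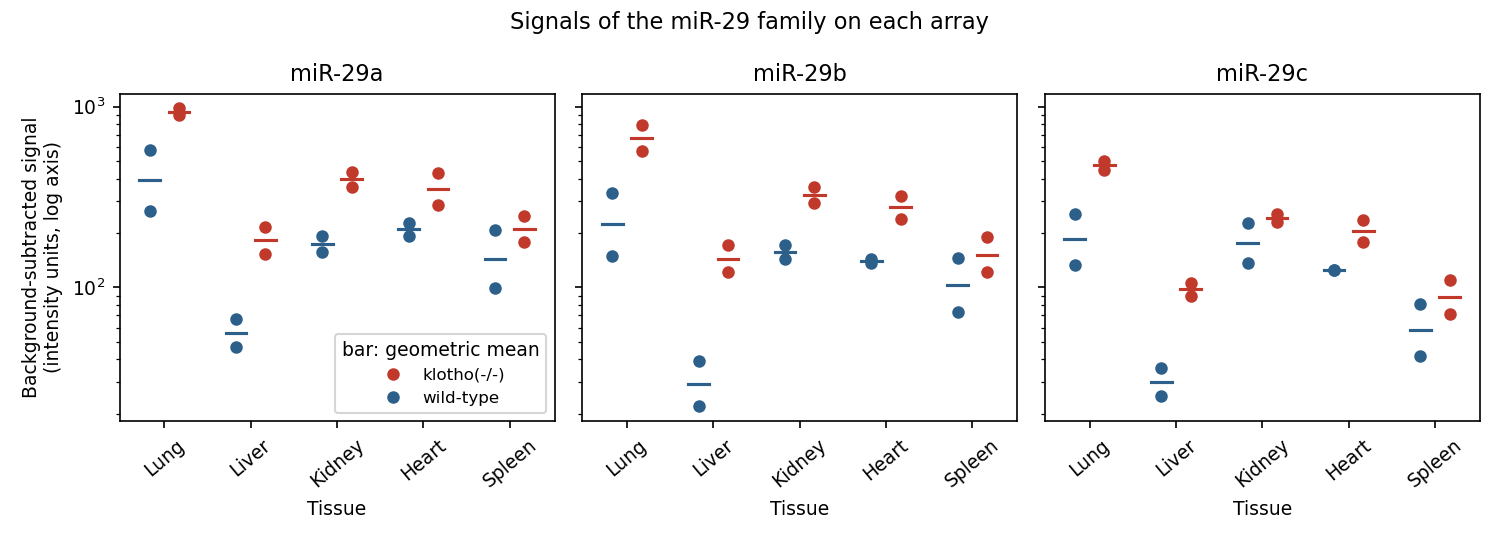
Background-subtracted signal (intensity units, log axis, not scaled between arrays) of miR-29a, miR-29b and miR-29c on the 20 arrays by tissue, with 2 points per group and a bar at the geometric mean. Both klotho(-/-) arrays lie above both wild-type arrays for all 3 miRNAs in lung, liver, kidney and heart, while in spleen the groups overlap before normalization.

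In lung, 5 miRNAs rose and 4 fell in klotho(-/-) mice among 113 tested, of which 1 passed with each tissue fitted alone. miR-29b rose by 0.75 ± 0.09 (SE, n = 2 arrays per genotype, adjusted p = 0.000205) and miR-29a by 0.51 ± 0.10 (0.0122). The endothelial miR-126-5p rose by 0.28 ± 0.06 (0.0212), miR-19b by 0.32 ± 0.08 (0.0411) and miR-30a-3p by 0.22 ± 0.06 (0.0411). Without klotho(-/-) Lung 1 the rise of miR-126-5p was 0.14. The related miR-146 and miR-146b, which dampen innate immune signalling, fell by 0.35 ± 0.08 (0.0212) and 0.35 ± 0.10 (0.0444). miR-103 fell by 0.37 ± 0.08 (0.0212) and miR-181a by 0.34 ± 0.09 (0.0411). Without wild-type Lung 1 miR-146b was at -0.18. With the number as a block, 5 calls were left, and miR-30a-3p (adjusted p = 0.0752), miR-146 and miR-146b (0.0739 each) and miR-181a (0.0740) were not among them. Of the 4 striated muscle miRNAs tested, 0 passed over all probes (limma, unadjusted p under 0.05 for 3) and 2 were lower when adjusted over the list alone. The list mean was -0.33 (camera adjusted p = 0.0160, adjusted p = 0.460 with an estimated correlation), and miR-1 stood at 104 and 91 against 235 and 65, highest on wild-type Lung 1. With median scaling 6 rose and 1 fell, without scaling 2 rose and 0 fell, with quantile normalization over all 20 arrays 1 rose and 0 fell, and miR-103 turned to 0.017 with median scaling and to 0.35 without scaling, as did miR-181a to 0.32. The count was 4 without klotho(-/-) Lung 1, 3 without klotho(-/-) Lung 2 and 4 without wild-type Lung 1.

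In liver, 61 miRNAs were tested, of which 2 rose and 1 fell, and with each tissue fitted alone 2 rose, 1 of them shared. miR-29b rose by 0.69 ± 0.09 (SE, n = 2 arrays per genotype, adjusted p = 0.000246) and miR-29a by 0.54 ± 0.10 (0.00395). miR-31 fell by 0.26 ± 0.06 (adjusted p = 0.0315, and 0.0975 with the number as a block), and was at -0.13 without klotho(-/-) Liver 1. Next by p came miR-16 at -0.38 (adjusted p = 0.321) and miR-193 at -0.32 (0.359), which did not pass. miR-122a was the brightest probe on all 4 liver arrays, so quantile normalization fixes its difference at 0 and its change cannot be read. With median scaling 2 rose and 9 fell, without scaling 3 rose and 0 fell, and quantile normalization over all 20 arrays gave 1 that rose and 2 that fell. Without scaling miR-31 was 0.00029, miR-16 0.34 and miR-193 0.19, and the count was 2 without klotho(-/-) Liver 1 or wild-type Liver 1 and 1 without wild-type Liver 2.

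In kidney, 3 of 91 tested miRNAs rose and 4 fell, while 0 passed with each tissue fitted alone (limma, unadjusted p under 0.05 for 17). miR-192 and miR-194, which are transcribed together in epithelium of kidney and gut, fell by 0.27 ± 0.05 (SE, n = 2 arrays per genotype, adjusted p = 0.0134) and by 0.76 ± 0.21 (0.0477, and 0.0626 with the number as a block). miR-22 fell by 0.59 ± 0.12 (0.0134) and miR-103 by 0.36 ± 0.08 (0.0190). miR-34a, a target of p53, rose by 0.34 ± 0.08 (0.0215), beside miR-29a (0.47 ± 0.10, 0.0134) and miR-29b (0.39 ± 0.09, 0.0166). Without klotho(-/-) Kidney 2 the rise of miR-34a was 0.22. With median scaling miR-29b (0.23, adjusted p = 0.256) and miR-34a (0.24, 0.117) did not pass, and without scaling neither did miR-29a (0.99, 0.284). Median scaling gave 1 that rose and 10 that fell, and no scaling as well as quantile normalization over all 20 arrays gave 1 that rose and 0 that fell, with miR-103 at 0.054 without scaling. The count was 0 without klotho(-/-) Kidney 1 (limma, unadjusted p under 0.05 for 7), 1 without klotho(-/-) Kidney 2 and 1 without wild-type Kidney 1.

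In heart, 2 of 100 tested miRNAs rose and 3 fell, and with each tissue fitted alone 0 passed (limma, unadjusted p under 0.05 for 12). miR-29b rose by 0.55 ± 0.09 (SE, n = 2 arrays per genotype, adjusted p = 0.00189) and miR-29a by 0.50 ± 0.10 (0.00777). let-7g, of a family that holds back growth genes, fell by 0.36 ± 0.09 (0.0259). miR-384 fell by 0.18 ± 0.03 (0.00122) and miR-134 by 0.11 ± 0.03 (0.0259). Both are dim and reached the minimum signal in 1 tissue only, so most of their spread came from arrays near the floor. With the number as a block 3 calls were left, with let-7g at adjusted p = 0.0618 and miR-134 at 0.0684. Of the 4 striated muscle miRNAs tested, miR-1, miR-133a and miR-133b held the same ranks on all 4 heart arrays, which fixes their difference at 0 after quantile normalization, so their change cannot be read. miR-298 (64 and 27 against 4 and 5) and miR-291a-3p (35 and 18 against 2 and 2) were higher in deposited signals, but at log2 differences of 0.71 ± 0.27 and 0.53 ± 0.20 did not pass (adjusted p = 0.230 each), nor did miR-370 (0.25, 0.660) and miR-328 (0.24, 0.759). Other dim probes were high on klotho(-/-) Heart 1 as well, with miR-297 at 44 against at most 10 and miR-669a at 32 against at most 5 on the other heart arrays. With median scaling 2 rose and 0 fell, without scaling 0 passed (limma, unadjusted p under 0.05 for 3), and with quantile normalization over all 20 arrays 0 rose and 1 fell. The count was 2 without klotho(-/-) Heart 1, 3 without klotho(-/-) Heart 2 and 2 without wild-type Heart 2.

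In spleen, 7 miRNAs rose and 22 fell among 96 tested, while 0 passed with each tissue fitted alone (limma, unadjusted p under 0.05 for 18). The SE pools the spread over tissues, but the klotho(-/-) spleen pair varied more than the other pairs. Its median absolute log2 difference after normalization was 0.318, against 0.0649 to 0.118 in the other groups. The pooled SE and p can therefore understate the spread in spleen. miR-144, made in red cell precursors, fell by 2.45 ± 0.26 (SE, n = 2 arrays per genotype, adjusted p = 2.62e-05), from 263 and 338 in wild-type to 12 and 13 in klotho(-/-) spleen. Of the 11 tested members of the miR-17 cluster and its paralogs, which promote growth of lymphoid cells, 10 fell and 0 rose, and the same numbers were found when adjusted over the list alone. Examples are miR-106b (-0.86 ± 0.09, 3.05e-05), miR-93 (-0.72 ± 0.12, 0.000561), miR-20a (-0.70 ± 0.10, 0.000196), miR-106a (-0.69 ± 0.11, 0.000513), miR-20b (-0.67 ± 0.10, 0.000385) and miR-18 (-0.64 ± 0.06, 8.47e-06). The list mean was -0.57 (camera adjusted p = 4.82e-06, adjusted p = 0.0670 with an estimated correlation). Of 6 members of the miR-15/16 family, which restrain the cell cycle, 4 fell over all probes and 4 when adjusted over the list alone. Its mean was -0.48 (camera adjusted p = 0.0210, adjusted p = 0.0670 with an estimated correlation), and miR-16 fell by 0.86 ± 0.15 (0.000561). Both lists stayed below 0 under each scaling.

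In the same spleens the smooth muscle miRNAs miR-143 and miR-145 rose by 0.77 ± 0.16 (SE, n = 2 arrays per genotype, adjusted p = 0.00183) and 0.69 ± 0.14 (0.00173). miR-29b rose by 0.63 ± 0.09 (0.000196), miR-29a by 0.52 ± 0.10 (0.00116), miR-199a*, a miRNA of fibroblasts, by 0.61 ± 0.18 (0.0225), miR-23b by 0.37 ± 0.11 (0.0246) and miR-27a by 0.30 ± 0.11 (0.0492). Of 5 tested members of the miR-23, miR-24 and miR-27 clusters 2 rose, also when adjusted over the list alone, with a list mean of 0.30 (camera adjusted p = 0.0543). Of 4 leukocyte miRNAs 2 fell, miR-142-3p by 0.79 ± 0.24 (0.0238) and miR-142-5p by 0.71 ± 0.22 (0.0246), with a list mean of -0.39 (camera adjusted p = 0.428). The miR-200 family, raised on klotho(-/-) Spleen 1 only, had a mean of 0.30 (camera adjusted p = 0.230). Without that array 5 named calls were lost, those of miR-142-3p (-0.24), miR-142-5p (-0.16), miR-199a* (0.23), miR-23b (0.17) and miR-27a (0.12), and the count of all calls was 35, of which 16 were higher and 19 lower. Without wild-type Spleen 1 or wild-type Spleen 2, miR-199a* (0.51 and 0.59), miR-23b (0.39 and 0.33), miR-27a (0.40 and 0.27) and miR-142-3p (-0.84 and -0.77) did not pass, nor did miR-142-5p without the latter (-0.56). The count was 52 without klotho(-/-) Spleen 2, with 27 higher and 25 lower, so the excess of falls depended on each of these arrays. The higher and lower calls numbered 15 and 13 with median scaling, 1 and 12 without scaling, and 7 and 22 with quantile normalization over all 20 arrays.

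**Figure D2:**
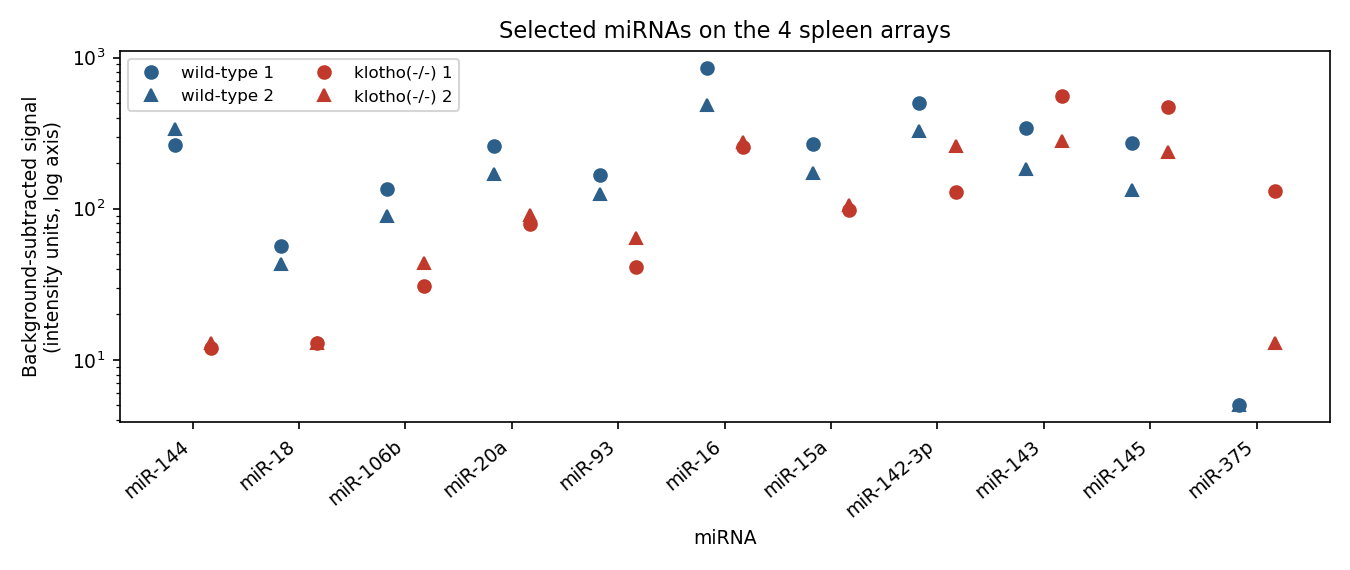
Background-subtracted signal (intensity units, log axis, not scaled between arrays) of 11 miRNAs on the 4 spleen arrays, with circles for number 1 and triangles for number 2. miR-144 lies at 12 and 13 in klotho(-/-) against 263 and 338 in wild-type spleen, and miR-375 is high on klotho(-/-) Spleen 1 alone (130).

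Every miRNA called in a tissue had both klotho(-/-) arrays on 1 side of both wild-type arrays after normalization. Among all tested probes the 2 groups were apart for 40.7% in lung, 31.1% in liver, 37.4% in kidney, 43.0% in heart and 54.2% in spleen, where chance gives 33.3%. Besides miR-29a and miR-29b, 2 miRNAs passed in 2 tissues. miR-103, a regulator of insulin sensitivity, fell in lung and kidney, and miR-19b rose in lung and fell in spleen.

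The mean of the 5 tissue differences was also tested, which a single tissue can carry. Its SE and p take the tissues of a mouse as independent. Of 129 tested, 4 rose and 16 fell. miR-145 rose by 0.23 ± 0.06 (SE, n = 10 arrays from 2 mice per genotype, adjusted p = 0.0261), beside the 3 miR-29 members. miR-144 fell by 0.54 ± 0.12 (0.00589), miR-16 by 0.31 ± 0.06 (0.00589), miR-15a by 0.23 ± 0.05 (0.00527), miR-195 by 0.22 ± 0.04 (0.00214) and miR-106b by 0.20 ± 0.04 (0.00589). miR-146 fell by 0.19 ± 0.04 (0.00340), miR-103 by 0.19 ± 0.04 (0.00527), let-7g by 0.19 ± 0.04 (0.00589), miR-20a by 0.17 ± 0.04 (0.0244) and miR-146b by 0.16 ± 0.04 (0.0257). Of these, miR-144, miR-106b, miR-20a and miR-195 also differed between tissues (adjusted p = 0.00330, 0.00330, 0.0277 and 0.0279), each lowest in spleen. Their mean is therefore not a change of equal size in the tissues. miR-195 was negative in each tissue, from -0.014 in kidney to -0.59 in spleen. miR-144, miR-106b and miR-20a were positive in lung (0.19, 0.13 and 0.04). miR-145 did not pass without klotho(-/-) Lung 2, Liver 1, Kidney 1 or Heart 2 or wild-type Lung 1, Liver 2, Kidney 2 or Heart 1 (0.21 to 0.22, adjusted p = 0.0537 to 0.0620). miR-146b did not pass without klotho(-/-) Lung 2, Kidney 1 or Heart 1 or wild-type Liver 2, Heart 1 or Spleen 1 (-0.16 to -0.14, adjusted p = 0.0533 to 0.0654), and miR-20a without klotho(-/-) Liver 1, Kidney 1 or Heart 1 or wild-type Liver 2 or Heart 1 (-0.17 to -0.16, adjusted p = 0.0533 to 0.0563). Without scaling, miR-16, miR-15a, miR-195, miR-103 and let-7g turned to 0.018, 0.045, 0.034, 0.056 and 0.21. The mean over lung, liver, kidney and heart alone left 6 calls, which were miR-29b, miR-29a, miR-146, miR-103, miR-384 and let-7g. The split was 7 higher and 20 lower with median scaling, 5 and 1 without scaling, and 2 and 11 with quantile normalization over all 20 arrays. The count was 32 without klotho(-/-) Spleen 1 and 41 without klotho(-/-) Spleen 2, and 12 to 13 without klotho(-/-) Kidney 1, klotho(-/-) Heart 1, wild-type Liver 2, klotho(-/-) Liver 1 or wild-type Heart 1.

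Of 15 lists tested over tissues, 3 passed. Besides the miR-29 family these were the miR-17 cluster and its paralogs (mean -0.09, 4 of 11 fell, 6 when adjusted over the list alone, camera adjusted p = 0.0140, adjusted p = 0.665 with an estimated correlation) and the miR-15/16 family (mean -0.16, 3 of 6 fell, 4 when adjusted over the list alone, camera adjusted p = 0.0140, adjusted p = 0.0722 with an estimated correlation). Without scaling their means were 0.02 and 0.04. The means of the other 12 lists lay between -0.13 and 0.10, with a smallest adjusted p of 0.340.

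The difference between tissues was tested itself, and 14 of 129 miRNAs passed. In 11 of them the spleen was the tissue farthest from the median, among them miR-18, miR-144 and miR-106b. The F test used the same pooled spread, which can be too small for spleen. miR-192 (adjusted p = 0.0493) stood apart in kidney, at -0.27 against -0.03 to 0.05 in the other tissues. It reached the minimum signal in kidney and liver only, so its small differences in lung, heart and spleen can reflect low signal. In liver, where it was tested, it stood at -0.03. Without the spleen arrays 0 passed (limma, unadjusted p under 0.05 for 23), and without scaling 1 passed. Without klotho(-/-) Spleen 1 the count was 23, without klotho(-/-) Spleen 2 it was 51, without wild-type Liver 1 it was 3, without wild-type Spleen 2 it was 6, without wild-type Kidney 1 it was 7 and without klotho(-/-) Heart 1 it was 9.

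The study listed miRNAs by fold, and its cutoffs were applied to the unscaled background-corrected signals. All probes entered, those below the minimum signal included, so the counts are not those of the study's list. A ratio above 1.5 in both numbered pairs was found for 7 miRNAs in lung, 19 in liver, 19 in kidney, 29 in heart and 26 in spleen. All 3 miR-29 members were among them in lung and liver, 2 in kidney, 1 in heart and 0 in spleen. A ratio below 0.5 in both pairs was found for 2, 2, 2, 3 and 7. Among probes with a mean signal of at least 10, the higher ones numbered 6, 11, 10, 12 and 10, of which 2, 2, 3, 1 and 3 also passed limma. Applied after quantile normalization, the rule gave 5, 9, 4, 18 and 13, of which 1, 3, 0, 8 and 4 were also among those higher ones. miR-296 in lung (124 and 122 against 67 and 45, log2 difference 0.45, adjusted p = 0.607) and let-7b in kidney (1099 and 487 against 471 and 315, 0.25, 0.786) are examples that met the rule and did not pass limma. With the pairs crossed, the rule gave 39 in liver, 29 in kidney and 10 in spleen. Applied to the deposited signals, it gave 6 above 1.5 in lung, 20 in liver, 16 in kidney, 23 in heart and 14 in spleen.

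**Figure D3:**
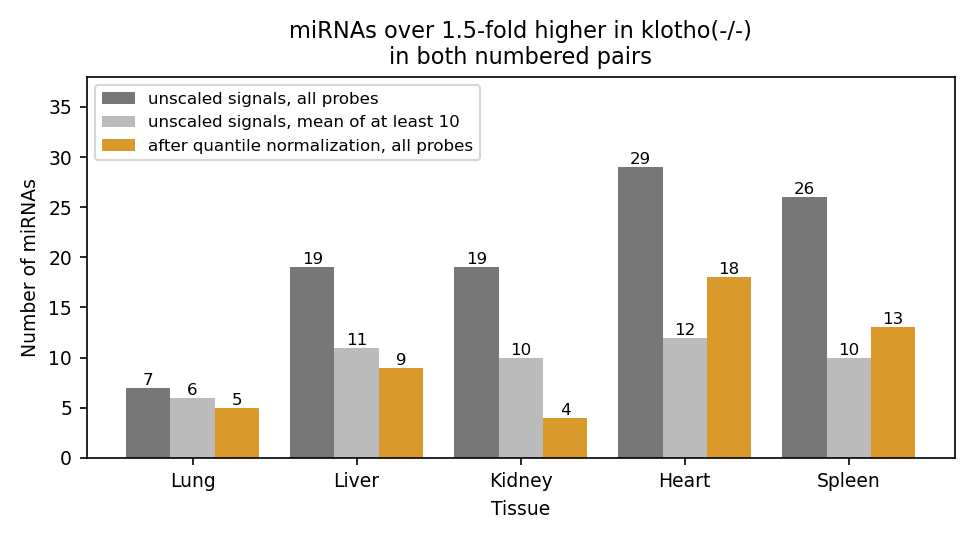
Number of miRNAs with a klotho(-/-) to wild-type ratio above 1.5 in both numbered pairs, by tissue, for unscaled signals of all probes, of probes with a mean of at least 10, and after quantile normalization. In kidney the 3 counts are 19, 10 and 4.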

Values the study reported

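For lung, the study gave fold values of miR-29b of 2.38 and 3.79 in its duplicate experiments. For liver, the values of miR-29b were 7.70 and 3.13, and for kidney those of miR-29a were 2.76 and 1.88. In heart, miR-298 was given at 15.66 and 5.88.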

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

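The tests below that weigh an explanation were chosen after the result was seen, as were the splits by mouse, while the test of the difference between tissues was planned. Each miRNA in the next sentences was singled out because its klotho(-/-) to wild-type difference was not equal in the 5 tissues by limma's F test. miR-18 differed between tissues at adjusted p = 0.00158, and miR-144 and miR-106b at 0.00330. miR-20a, miR-93, miR-20b, miR-106a, miR-19a and miR-140* differed at adjusted p = 0.0277 each, and like the former they were lowest in spleen, at -0.41 to -2.45 on the log2 scale. miR-384 also had 0.0277, with -0.18 in heart and -0.02 to 0.00 elsewhere. It reached the minimum signal in heart only, so its small values elsewhere can reflect low signal. For the number of such miRNAs, 14, the 3 splits of the 4 mice are too few for a share under 0.05, with 1 split, the real one, as large and the highest other at 1. Planned splits of the arrays within tissues, which take the tissues of a mouse as independent, gave as many in 7 of 100 and up to 21.

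The fall of the miR-17 cluster and the miR-15/16 family in klotho(-/-) spleen covered 17 tested members with a median of -0.62. The scaling between arrays was argued against as its cause, because without scaling the median was -0.75 (quartiles -0.89 to -0.52). RNA from another tissue on klotho(-/-) Spleen 1 was argued against as well, because without that array the median was -0.50 (quartiles -0.60 to -0.28). A lower share of leukocytes could be neither supported nor excluded, because the leukocyte list had a mean of -0.39 that did not pass camera (adjusted p = 0.428), miR-150 was at 0.10 (adjusted p = 0.737), and miR-142-3p (-0.24) and miR-142-5p (-0.16) did not pass without klotho(-/-) Spleen 1. The share of other cells, among them the red cell precursors that make miR-144, was not tested. An effect of the genotype stays open beside these, untested.

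klotho(-/-) Spleen 1 carried miRNAs of pancreas and epithelium. All 6 probes of the pancreas and miR-200 lists lay over 2 times above the highest other spleen array, with miR-375 at 130, which is consistent with RNA of pancreas or another epithelial tissue in that sample. The pancreas list was written after the signals were seen, its other member, miR-216b, stood at 21 against 3 to 9, and in wild-type spleen the 6 probes stood at 2 to 7. Signal shared by unrelated probes could not be settled as the cause. The 8 probes used to test it had a median log2 ratio of -0.59 to wild-type spleen. They were picked for being high on other arrays, klotho(-/-) Spleen 2 among them, so a low value here decides nothing. A mix-up with another tissue of the series was argued against, because the highest miR-375 signal on the other 19 arrays was 15. No biological explanation was tested, since only 1 of the 2 klotho(-/-) spleens showed the pattern.

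miR-298, miR-291a-3p, miR-370 and miR-328 were higher in klotho(-/-) heart in deposited signals and did not pass limma. Signal shared by unrelated probes could not be settled as the cause, because the 8 probes used to test it, miR-297 among them, were picked for being high on klotho(-/-) Heart 1 and klotho(-/-) Spleen 2. Over the 15 arrays outside heart without klotho(-/-) Spleen 2, the mean of the 4 followed that of the 8 with Spearman's rho = 0.595 (permutation p = 0.0217, adjusted 0.0347 over 8 relations), but the differences of duplicates in the 7 groups left gave rho = 0.643 (permutation p = 0.139). The scaling between arrays was argued against, because the median log2 difference of the 4 was 0.42 with median scaling. miR-300 and miR-433-3p among the 8 probes are encoded in the Dlk1-Dio3 cluster like miR-370, and an effect of the genotype stays open, untested.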

How the results depend on the processing

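Signal over background limits these results, since 52 to 113 probes per array reached a signal of 10 above a background of 16.7 to 21.7 units. The rise of miR-29a and miR-29b in each tissue, the fall of miR-144 and of the miR-17 cluster in spleen and the miR-29 mean over tissues kept their direction under every scaling tried. Of the values that answer a comparison, 339 under an alternative stayed on the same side of the threshold or within 1.5 times, 107 moved further, 5 lost their call and 5 gained one. Of the named miRNAs, 1617 values kept direction and call, 371 lost the call, 19 gained one and 35 turned direction. The alternatives with the authors' subtraction and a pseudocount of 8, with 3 arrays left out together and with the mean of 4 tissues were chosen after the data were seen. The cause of the changes was not tested, except that leaving out arrays or probes changes how many enter.

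Median scaling left a median log2 difference of all tested probes of -0.16 in liver and 0.18 in spleen. With it, liver and kidney had 11 calls each, heart 2, and 3 tissue-enriched miRNAs were left in kidney. The spleen miR-29 mean was 0.65 and did not pass (adjusted p = 0.0644, over all its alternatives 0.00265 to 0.272), and miR-103 in lung turned to 0.017. Without scaling, the calls were 2 in lung, 1 in kidney, 0 in heart, 13 in spleen, 6 over tissues and 1 for the difference between tissues. The spleen miR-29 mean was 0.38, without a call. Enriched miRNAs numbered 52 in lung, 2 in liver, 7 in heart and 4 in spleen. Turned directions were miR-103 (0.35) and miR-181a (0.32) in lung, miR-31 (0.00029), miR-16 (0.34), miR-193 (0.19) and miR-101a (0.60) in liver, and miR-103 (0.054) and miR-29c (0.37) in kidney. Over tissues they were miR-16 (0.018), miR-15a (0.045), miR-195 (0.034), miR-103 (0.056) and let-7g (0.21), and for liver enrichment miR-193 (-0.20) and miR-22 (-0.57). The second table without scaling gave the same counts of 2 in lung, 1 in kidney, 0 in heart, 13 in spleen, 6 over tissues and 1 between tissues, and a spleen miR-29 mean of 0.38. It turned miR-103 (0.34) and miR-181a (0.32) in lung, miR-31 (0.0013), miR-16 (0.35), miR-193 (0.19) and miR-101a (0.61) in liver, and miR-103 (0.054) and miR-29c (0.37) in kidney. Over tissues it turned miR-16 (0.020), miR-15a (0.048), miR-195 (0.035), miR-103 (0.059), let-7g (0.21) and miR-20a (0.0035). Quantile normalization over all 20 arrays gave 1 call each in lung, kidney and heart, 13 over tissues, and a kidney miR-29 mean of 0.33 that passed.

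A pseudocount of 1 gave 1 call in lung, 2 in kidney, 3 in heart and 1 between tissues, a kidney miR-29 mean of 0.29 that passed, and 16, 15, 17, 11 and 26 enriched miRNAs in lung, liver, kidney, heart and spleen. The duplicates then had r = 0.843 in klotho(-/-) liver and 0.584 in klotho(-/-) spleen. A pseudocount of 32 gave 3 calls and 6 enriched miRNAs in lung. Without a filter there were 5 calls in lung, a kidney miR-29 mean of 0.24 that passed, and r = 0.878 in klotho(-/-) spleen. A minimum mean of 30 left 3 calls in heart. The authors' subtraction with a pseudocount of 8 gave 2 calls in lung, 2 in kidney and 6 between tissues. The number as a replicate block gave 5 calls in lung and 3 in heart, ended the calls of miR-30a-3p, miR-146, miR-146b and miR-181a in lung, miR-31 in liver, miR-194 in kidney and let-7g and miR-134 in heart, and changed no other call of a named miRNA or of the miR-29 mean. It gave 2 calls in liver, 6 in kidney, 34 in spleen, 25 over tissues and 12 between tissues. A random block for genotype and number, which stands for the mouse, had a correlation of 0.0258 and gave 6 calls in kidney, 28 in spleen, 17 over tissues and 16 between tissues, against 7, 29, 20 and 14. It ended the calls of miR-194 in kidney (adjusted p = 0.0510) and miR-27a in spleen (0.0504) and of no other named miRNA.

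With each tissue fitted alone the calls were 1 in lung and 0 in kidney, heart and spleen (limma, unadjusted p under 0.05 for 17, 12 and 18). Student's test without adjustment gave 5 in liver and 12 each in kidney, heart and spleen. With adjustment it gave 2 in lung, 2 in kidney, 1 in heart and 0 in spleen (unadjusted 12). The kidney calls, miR-30a-3p and miR-199a, and the heart call, miR-150, had an SD of 0 in both genotypes after quantile normalization. There the test divides by 0, so these adjusted calls are not evidence of a change, and the unadjusted counts include them. By that test with adjustment miR-29a and miR-29b passed in 0 tissues (unadjusted in 4 and 5). Without the spleen arrays 8 passed over tissues and 0 between tissues (limma, unadjusted p under 0.05 for 23), and the mean of 4 tissues gave 6. With klotho(-/-) Spleen 1, klotho(-/-) Heart 1 and wild-type Kidney 1 left out together, 28 passed over tissues and 13 between tissues. Camera with an estimated correlation called 4 lists and fry 12, against 10 over all contrasts.

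By the fold rule, the second table gave 0 below 0.5 in lung, liver, kidney and heart, and 14 above 1.5 and 4 below 0.5 in spleen. After quantile normalization 0 were below 0.5 in lung, 9 above and 5 below in liver, 4 above and 1 below in kidney, 18 above in heart and 13 above in spleen. With a mean of at least 10, 0 were below 0.5 in lung, liver, kidney and heart, and 11, 10, 12 and 10 above 1.5 in liver, kidney, heart and spleen.

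Leaving out 1 array at a time gave 3 to 8 calls in lung, 1 to 4 in liver, 0 to 8 in kidney, 2 to 4 in heart, 20 to 52 in spleen, 12 to 41 over tissues and 3 to 51 between tissues, and without klotho(-/-) Kidney 1 the 0 of kidney came with 7 at an unadjusted p under 0.05 (limma). The miR-29 mean ran from 0.54 to 0.65 in lung, 0.49 to 0.61 in liver, 0.16 to 0.38 in kidney, 0.44 to 0.51 in heart, 0.44 to 0.69 in spleen and 0.46 to 0.51 over tissues. Enriched miRNAs ran from 3 to 4 in lung, 9 to 12 in liver, 8 to 9 in kidney, 4 to 4 in heart and 10 to 16 in spleen. Among named miRNAs, miR-29c in kidney ran from -0.59 to 0.32, miR-101a in liver from -0.067 to 0.039, let-7b in kidney from -0.062 to 0.57 and miR-409 in lung from -0.048 to 0.37. The t-test was not run on results over tissues, and the miR-29 mean over tissues has no separate value under the blocks and filters.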

Other observations

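The lists not yet described had small mean differences over tissues. These means include tissues where members lay below the minimum signal, so a small mean can reflect low signal. The miR-200 family had 0 members tested in liver and heart, and the striated muscle list 0 in liver, kidney and spleen. The Dlk1-Dio3 cluster had 1 to 4 of 28 members tested per tissue. The let-7 family had a mean log2 difference of -0.02, the miR-30 family -0.03, the miR-34 family 0.03, the leukocyte list -0.13, the striated muscle list -0.08, and the fibroblast list 0.09. The miR-26 and miR-101 families, which restrain growth and chromatin genes, had 0.10, the miR-99, miR-100 and miR-125 families 0.06, the miR-200 family 0.06, the imprinted Dlk1-Dio3 cluster 0.07 and the miR-290 cluster of embryonic stem cells 0.0025. None of these lists passed camera over tissues, and the miR-23, miR-24 and miR-27 clusters, at 0.04, did not either. In heart the miR-15/16 family had a mean of -0.13 over 6 members, which passed by fry (adjusted p = 0.0311) and not by camera (0.364, and adjusted p = 0.524 with an estimated correlation). In lung the endothelial pair miR-126-3p and miR-126-5p had a mean of 0.18, of which 1 rose, and the pair of miR-181 had a mean of -0.32, of which 1 fell. Of 6 neural miRNAs on the chip, 0 reached the minimum signal in any tissue.

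Within the miR-29 family, the deposited signal of miR-29c over that of miR-29b averaged 0.693 on klotho(-/-) arrays and 0.902 on wild-type arrays, and that of miR-29a over miR-29b 1.31 and 1.54. Tissues parted in this, since the first ratio in spleen was 0.579 and 0.587 in klotho(-/-) against 0.559 and 0.575 in wild-type, and the second in kidney was 1.22 and 1.23 against 1.10 and 1.12. miR-29a and miR-29b are encoded as neighbours at one locus, and miR-29b and miR-29c at another, by the mouse gene table of the GRCm38.p6 assembly. wild-type Kidney 1 had the highest ratio of miR-29c to miR-29b, 1.58, against 0.559 to 1.14 on the other arrays.

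Some dim probes were high on a single array of their tissue. klotho(-/-) Liver 2 held miR-25 at 136 against at most 8 on the other liver arrays, klotho(-/-) Liver 1 held miR-409 at 104 against 19 and miR-290 at 79 against 17, klotho(-/-) Lung 2 held miR-434-3p at 35 against 3, and wild-type Kidney 2 held miR-291a-3p at 45 against 4. Across tissues, klotho(-/-) arrays of the same number deviated together in 9 of 10 pairs of tissues (median correlation across 58 probes 0.253), and wild-type arrays in 7 of 10 (0.0522).

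The splits by mouse were chosen after the results were seen. For results over tissues the 4 mice can be split into 2 pairs in 3 ways, too few for a share under 0.05. The real split gave 20 miRNAs changed over tissues and the highest other gave 4, and for lists over tissues these numbers were 3 and 2, with 1 split, the real one, as large in each case. Planned splits of the arrays within tissues, which take the tissues of a mouse as independent and decide nothing here, gave as many miRNAs in 1 of 100 and as many lists in 18 of 100. For enrichment, arrays were exchanged among all groups. In liver (9, highest other 6), kidney (8, highest other 6) and spleen (10, highest other 5) 1 of 100 splits, the real one, was as large. This argues against chance with quantile normalization over all 20 arrays, the only scaling split, and the counts changed with the scaling. In lung (3, highest other 6) and heart (4, highest other 5) 5 splits were as large, so the count alone does not exclude chance there. The single miRNAs of these 2 tissues stood apart all the same, with miR-126-3p at 2.50 (adjusted p = 7.61e-10) in lung and the muscle miRNAs at 3.79 to 5.08 in heart.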
